A study of Mus musculus with 8 samples. Its data were reported in "SMAD4 induces opposite effects on metastatic growth from pancreatic tumors depending on the organ of residence" (2025).

How the data were processed

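Gene expression was measured by RNA-seq in 8 libraries from mouse pancreatic ductal adenocarcinoma (PDAC) cells. The cells came from 2 lines, B73 and B87, each grown from a primary pancreatic tumor of a mouse model in which doxycycline (Dox) switches on a short hairpin RNA (shRNA) against *Smad4*. Cells kept on Dox were Smad4 off, and cells without Dox for 5 days were Smad4 on. Both were then treated for 24 h with either 100 pM recombinant TGFβ1 or 2.5 µM SB505124, an inhibitor of the TGFβ type I receptor kinase. Groups were taken from the sample labels, which name the line, the Dox state and the treatment, giving 4 groups with 1 library from each line.

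The authors prepared stranded poly(A) libraries, sequenced them as single-end reads of 75 bp, removed adaptors with Trimmomatic, aligned the reads to GRCm38 (mm10) with STAR and counted them per gene with featureCounts. The deposited table holds raw counts for 53465 Ensembl genes, with 1 column per library and no pooling. The settings for strand and for reads that align to several genes were not stated, so counts of overlapping genes and of near-identical copies are less certain. Totals ran from 18389235 to 23440550 counts per library. At these totals, 3 counts correspond to 0.128 to 0.163 CPM, the smallest level taken as detectable. CPM are counts scaled to a common library total after TMM normalization. Such floors cover counting error only, because PCR copies among the reads cannot be told apart in a table of counts. Coordinates are those of the deposited table on GRCm38, and 99.92% of the genes found in GENCODE M21 overlapped their GENCODE position.

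Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3, using TMM normalization (scaling factors from a trimmed mean of log ratios), the filterByExpr filter on low counts (14301 genes kept) and the quasi-likelihood F-test with the package's default settings. All 8 libraries entered a single model with the 4 groups and the cell line as terms. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its change exceeded 2-fold, the thresholds the study used. Standard errors of log2 fold changes were approximated as the size of the log2 fold change divided by the square root of F. Fold changes per line were taken from log2 CPM with a prior count of 2. Where every library of the lower group had 3 counts or fewer, a fold is given as a lower bound against the floor. Such a bound is for the group mean and need not hold in each line.

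The study tested differences with DESeq2 and its methods name no covariate. The cell line was nevertheless placed in the model used here, because each line went through all 4 conditions. The pairing of libraries across groups comes from the line named in every sample title. The numbers of called genes depend strongly on this choice, so each is given beside the fit without the line (no replicate block). The pairing was checked by correlating, between groups, the difference of the lines from the group mean over all tested genes.

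SMAD4-dependent genes were defined as in the study, as genes called higher in Smad4-on cells under TGFβ1 and not under SB505124. Gene lists fixed in advance were tested with camera from limma 3.58.1, which compares the genes of a list with all other tested genes (inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over 55 tests of 11 lists in 5 contrasts. Mouse Reactome sets bundled with fgsea 1.28.0 were tested with a one-sided Fisher's exact test against the tested genes, for sets of 10 to 500 tested genes. KEGG sets were not used here.

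Named genes followed a rule: *Smad4*, a panel of 20 SMAD4 targets, 6 KLF and RUNX genes, and called genes with mean log2 CPM of at least 1 and a change of the same sign in both lines. Of the last kind, the 5 with the largest rise and the 5 with the largest fall were taken under TGFβ1, and the first 3 each way under SB505124 and in the interaction. For each named gene, the share of its 75-base transcript stretches that also occur in transcripts of another gene was computed from GENCODE M21. Of the panel, 1 gene is not reported here by itself, and counts and list tests include it.

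The scripts were tested on simulated counts for 14301 genes, of which 200 changed by a log2 fold change of 2. With the line in the model, edgeR recovered 88.5% of the changed genes, and 0.56% of its calls were false. Without the line it recovered 52.5%, and DESeq2 with the line recovered 80.5%. The simulated counts kept the mean level of each line and gave a changed gene the same fold in both lines. Their spread was taken from the fit with the line. A gain from the line term was thus built in, so these figures do not show which model suits the real data.

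The alternatives were DESeq2 size factors, DESeq2 1.42.0 with and without the line, edgeR without the line, no filter on low counts, at least 10 counts in every library, no fold-change rule, a test against the 2-fold threshold (glmTreat), fits of only the 4 libraries compared, and leaving out each line in turn. For gene lists, fry replaced camera. Unlike camera, fry tests whether the genes of a list change at all, not against the other genes, so the tests need not give the same answer. The groups, the tests of the comparisons, these alternatives and all lists except the NRF2 targets were fixed before the data were examined. Some tests of explanations were chosen later, as stated with them. The bias-adjusted quasi-likelihood method of edgeR (legacy = FALSE) was added after its counts and those of the default method had both been seen, and the package default was kept for the results reported. With 1 library per line and condition, no sample split could test the group labels, and a fit that leaves out a line gives values without a test.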

Results

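RNA-seq was performed on PDAC cells of lines B73 and B87 to ask which genes respond to *Smad4* restoration, and which of these responses depend on TGFβ. The 8 libraries formed 4 groups of 2, Smad4 off and Smad4 on under SB505124 and under TGFβ1, each with 1 library per line. In B73, total counts were 19037427 (Smad4 off, SB505124), 18389235 (Smad4 on, SB505124), 23123069 (Smad4 off, TGFβ1) and 21226211 (Smad4 on, TGFβ1). In B87, they were 21771893, 23440550, 19934933 and 21038084 in the same order. The 10 most abundant genes took between 4.32% and 5.63% of the counts of a library.

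The libraries separated by treatment and by line before they separated by *Smad4* state. The first principal component held 43.3% of the variance of log2 CPM, and TGFβ1 libraries scored higher on it than the SB505124 libraries of the same line. The second component (34.1%) placed all B73 libraries above all B87 libraries, and the third (11.3%) placed all Smad4-off libraries above all Smad4-on libraries. Within a group, the lines correlated at r = 0.95 to 0.962 across genes, which are not independent replicates. Deviations of the lines from their group means correlated between groups at r = 0.642 to 0.774 over 6 pairs of groups, with a median of 0.758.

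*Smad4* itself (ENSMUSG00000024515; chromosome 18, 73639009 to 73703780, minus strand) was measured first, since its mRNA is the target of the shRNA. Its level under TGFβ1 was 35.1 ± 0.602 CPM in Smad4-off cells and 116 ± 1.06 CPM in Smad4-on cells (SD, n = 2). Under SB505124 it was 34.3 ± 0.870 CPM and 106 ± 11.6 CPM (SD, n = 2). The log2 fold change was 1.73 ± 0.092 (SE) under TGFβ1 and 1.62 ± 0.092 under SB505124, with edgeR adjusted p-values of 0.00084 and 0.00234 and a rise in both lines. With no replicate block the adjusted p-values were 0.0132 and 0.0379, and the median pairing correlation was 0.758. Smad4-off cells retained 30.2% ± 0.8 of the Smad4-on level under TGFβ1 and 32.6% ± 2.8 under SB505124 (SD over lines, n = 2). The *Smad4* effect did not differ detectably between treatments (log2 difference 0.107 ± 0.127, edgeR adjusted p 0.838).

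**Figure D1:**
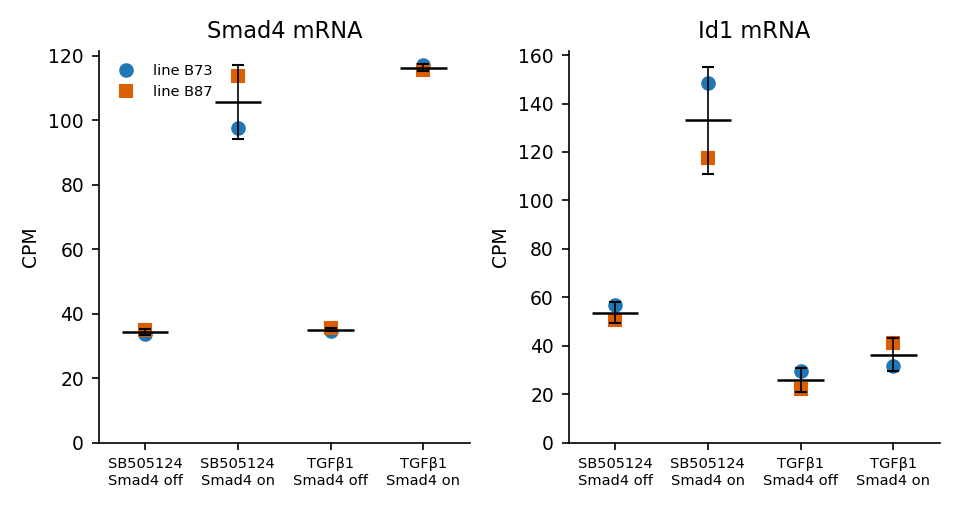
Level of *Smad4* and *Id1* mRNA in CPM in each of the 8 libraries, by group, with circles for line B73 and squares for line B87; black lines are group means and error bars are SD (n = 2). *Smad4* means were 34.3 and 35.1 CPM in Smad4-off cells and 106 and 116 CPM in Smad4-on cells, and *Id1* means ranged from 25.9 CPM in Smad4-off cells under TGFβ1 to 133 CPM in Smad4-on cells under SB505124.

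Restoration of *Smad4* was compared within each treatment, and TGFβ1 with SB505124 within each *Smad4* state, over 14301 tested genes. Under TGFβ1, edgeR called 188 genes higher and 258 lower in Smad4-on than in Smad4-off cells, 446 in all. As a ratio, leaving the line out moved this count most of the alternatives run, since with no replicate block 16 genes were called higher and 20 lower. Under SB505124, 91 genes were called higher and 65 lower, against 1 and 1 with no replicate block. More genes were called between the treatments than between the *Smad4* states. No library was untreated, so effects of TGFβ1 and of the inhibitor cannot be separated in the comparisons of treatments. In Smad4-on cells 804 genes were called higher and 1189 lower with TGFβ1 than with SB505124 (447 and 588 with no replicate block). In Smad4-off cells 445 were called higher and 403 lower (121 and 47 with no replicate block). The check of the pairing gave a median correlation of 0.758. Of the 446 genes called under TGFβ1, 441 changed in the same direction in both lines and 356 changed more than 2-fold in both. For SB505124 these numbers were 155 and 133 of 156 genes. DESeq2 with the line in its model also called 397 of the 446 genes and 144 of the 156.

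Among genes called higher under TGFβ1, the largest rises were in *Acta1*, *Myh15*, *Ctse*, *Lce1g* and *Fam167a*. *Acta1* (chromosome 8, 123891769 to 123894751), which encodes skeletal muscle actin, rose from 4 counts to 321 in B73 and from 3 to 149 in B87. Its log2 fold change was 6.25 ± 0.732 (SE, edgeR adjusted p 0.00609). *Myh15* (chromosome 16, 49057486 to 49199104) rose by a log2 fold change of 5.09 ± 0.391 (edgeR adjusted p 0.0028). *Ctse* (4.26 ± 0.607), *Lce1g* (4.11 ± 0.385) and *Fam167a* (3.98 ± 0.582) followed, with edgeR adjusted p-values of 0.0111, 0.00289 and 0.0267. For *Fam167a* the adjusted p was 0.105 in DESeq2 with the line. Of the 5 genes with the largest falls, 4 had at most 1 count in each Smad4-on library. *Gli2* (chromosome 1, 118834132 to 119053619) had 113 counts in Smad4-off B73 cells and 336 in Smad4-off B87 cells. With 1 count in each Smad4-on library, its mean over the lines was at least 70.5-fold lower. In Smad4-off cells its level was 4.84 CPM in B73 and 16.74 CPM in B87, so this bound does not extend to B73 alone. *Ikzf1* was at least 38.1-fold lower, *Olfr65* at least 23.5-fold and *Pde3a* at least 13.1-fold, although in B87 *Pde3a* had 5 counts against 0. *Serpinb9g* (chromosome 13, 33484790 to 33496004) fell from 384 to 1.43 CPM in B73 and from 22.2 to 0.102 CPM in B87. It shares 44.9% of its 75-base stretches with other transcripts, chiefly of *Gm11397*, so its level is uncertain. edgeR adjusted p-values of these 5 genes were 0.0129, 0.00707, 0.00369, 0.0107 and 0.00073. With no replicate block, *Olfr65* alone of the 10 had an adjusted p under 0.05 (0.0325), at a median pairing correlation of 0.758.

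Under SB505124 the largest rises were in *Muc5ac* (chromosome 7, 141788972 to 141819231), *Ceacam18* (chromosome 7, 43634707 to 43649295) and *Cyp2c65* (chromosome 19, 39061015 to 39093944). The gel-forming mucin gene *Muc5ac* rose from 1.05 ± 1.13 to 42.8 ± 15.7 CPM (SD, n = 2), with a log2 fold change of 5.32 ± 0.694 (SE, edgeR adjusted p 0.0184). The size of this rise was 7.29 in B73 and 4.036 in B87. Averaged over treatments, the *Smad4* effect on *Muc5ac* was called as different between the lines (edgeR adjusted p 0.0329). *Ceacam18* rose by 4.86 ± 0.609 (edgeR adjusted p 0.024, but 0.113 in DESeq2 with the line). *Cyp2c65* rose by 4.63 ± 0.327 (edgeR adjusted p 0.00316), and shares 11.4% of its stretches with other transcripts, chiefly of *Cyp2c66*. *Serpinb9g*, *Pde3a* and *Olfr65* again fell most. *Olfr65* (chromosome 7, 103903487 to 103908650) went from 173 counts to 1 in B73 and from 108 to 1 in B87, at least 46.6-fold. *Pde3a* (chromosome 6, 141249269 to 141507448) was at least 50.3-fold lower, a change carried mainly by B73, where counts went from 284 to 1. Their edgeR adjusted p-values were 0.005 for *Olfr65*, 0.0122 for *Pde3a* and 0.00103 for *Serpinb9g*. With no replicate block all 6 genes had adjusted p-values above 0.05, the lowest being 0.0621 for *Olfr65*, at a median pairing correlation of 0.758. Both treatments shared 36 genes called higher and 49 called lower with *Smad4* on, and 2 genes were called in opposite directions.

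Whether the effect of *Smad4* differed between treatments was tested directly as an interaction. edgeR called 27 genes, 8 with a higher and 19 with a lower *Smad4* effect under TGFβ1, and all 27 had the same sign in both lines, although for *Ddc* the counts in B87 were too low to measure it. Without the line, with no replicate block, 0 genes were called and 640 had an unadjusted p under 0.05, at a median pairing correlation of 0.758. The largest positive differences were in *Adgrg1* (log2 difference 1.90 ± 0.207, edgeR adjusted p 0.038), *Ctgf* (1.75 ± 0.196, adjusted p 0.0387) and *Itga5* (1.54 ± 0.183, adjusted p 0.0461). *Ctgf* shares 14.6% of its stretches with other transcripts, chiefly of *Gm15270*. For *Adgrg1* the positive difference was a smaller fall. Its level went from 266 ± 23.7 to 26.1 ± 4.53 CPM with *Smad4* on under SB505124, and from 503 ± 33.0 to 186 ± 64.4 CPM under TGFβ1 (SD, n = 2). The largest negative differences were in *Ddc* (-4.97 ± 0.558, edgeR adjusted p 0.0387), *Il33* (-3.17 ± 0.187, adjusted p 0.00529) and *Mgat3* (-3.02 ± 0.258, adjusted p 0.0189). The difference in *Ddc* was measured in B73 alone, since no B87 library had more than 2 counts. *Il33* in Smad4-on cells had 59.1 CPM (B73) and 34.2 CPM (B87) under SB505124, and 1.68 and 1.07 CPM under TGFβ1.

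SMAD4-dependent genes, called higher with *Smad4* on under TGFβ1 but not under SB505124, numbered 152. There were 15 with no replicate block, at a median pairing correlation of 0.758. Of the 152 genes, 131 were also called higher with TGFβ1 than with SB505124 in Smad4-on cells, with a median log2 fold change of 2.33 over the 152. In Smad4-off cells 79 were called higher with TGFβ1 and the median was 1.30. In these cells 142 of the 152 (93.4%) had a positive log2 fold change. The median *Smad4* effect on the 152 genes was 1.59 under TGFβ1 and 0.605 under SB505124, where 88 genes rose by more than 0.5. These genes were chosen for a call under TGFβ1 and none under SB505124, so a larger *Smad4* effect under TGFβ1, found in 144 of them, follows largely from the choice. The interaction was called for 6 of the 152, while 81 had an unadjusted interaction p under 0.05.

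**Figure D2:**
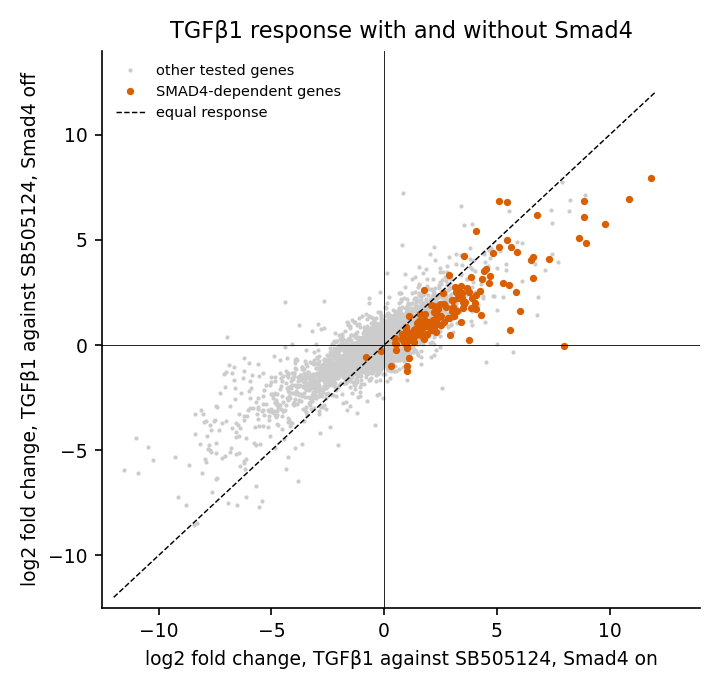
Each point is a tested gene, with its log2 fold change of TGFβ1 against SB505124 in Smad4-on cells on the x axis and in Smad4-off cells on the y axis; SMAD4-dependent genes are orange and the dashed line marks an equal response. Of the 152 orange points, 142 lie above 0 on the y axis, with medians of 2.33 in Smad4-on and 1.30 in Smad4-off cells.

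A panel of 20 SMAD4 targets was examined to compare its tumor-suppressive genes (cell-cycle inhibitors, *Id2*, *Id3*, *Myc* and apoptosis genes) with its fibrogenic genes. The panel also held *Id1*, which the paper links to the protumor action of TGFβ and which was counted in neither kind. *Cdkn2a* and *Cdkn2b* had 0 counts in all 8 libraries, below the detectable 0.128 to 0.163 CPM. The paper reports spontaneous homozygous deletion of the locus that holds these genes in most of its tumor-derived lines. Such a deletion could account for the missing counts, but DNA of the lines used here was not analysed. The missing counts therefore do not show whether these genes would respond to *Smad4*. *Cdkn1c* had 1 to 11 counts per library, too few to test. Under TGFβ1, 7 of the 17 tested genes were called, and 8 had an adjusted p under 0.05. Adjustment over the panel alone gave the same 7 and 8. With the line left out (no replicate block), 0 were called and 5 had an unadjusted p under 0.05, while DESeq2 without the line called 5. The median pairing correlation was 0.758. Among the called genes, the fibrogenic genes *Il11* (log2 fold change 3.37 ± 0.439 SE, edgeR adjusted p 0.00815), *Has2* (3.02 ± 0.592, adjusted p 0.032), *Itga5* (1.92 ± 0.131, adjusted p 0.00122), *Ccbe1* (1.62 ± 0.241, adjusted p 0.0127) and *Wisp1* (1.37 ± 0.080, adjusted p 0.000902) were higher with *Smad4* on. *Il11* (chromosome 7, 4772373 to 4782857), which encodes a cytokine, went from 6.52 ± 2.19 to 72.3 ± 44.3 CPM (SD, n = 2). The apoptosis gene *Bmf* was lower (-2.55 ± 0.499, edgeR adjusted p 0.0318). All 7 changed in the same direction in both lines. *Cdkn1a* rose by 0.494 ± 0.198, which did not pass (edgeR adjusted p 0.192), and *Cdkn1b* and *Myc* changed by 0.006 and 0.195, less than 2 standard errors. *Col6a1* fell in both lines (-1.21 ± 0.519; -2.671 in B73 and -0.496 in B87) and was not called (edgeR adjusted p 0.216), except with no filter on low counts. *Pdgfb* and *Lama3* were not called and moved in opposite directions in the lines. Under SB505124 the called panel genes included *Id3* (1.39 ± 0.104, edgeR adjusted p 0.00341) and *Id1* (1.30 ± 0.179, adjusted p 0.0213). Both rose in both lines, and with the line left out their adjusted p-values in edgeR were 0.659 and 0.233.

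**Figure D3:**
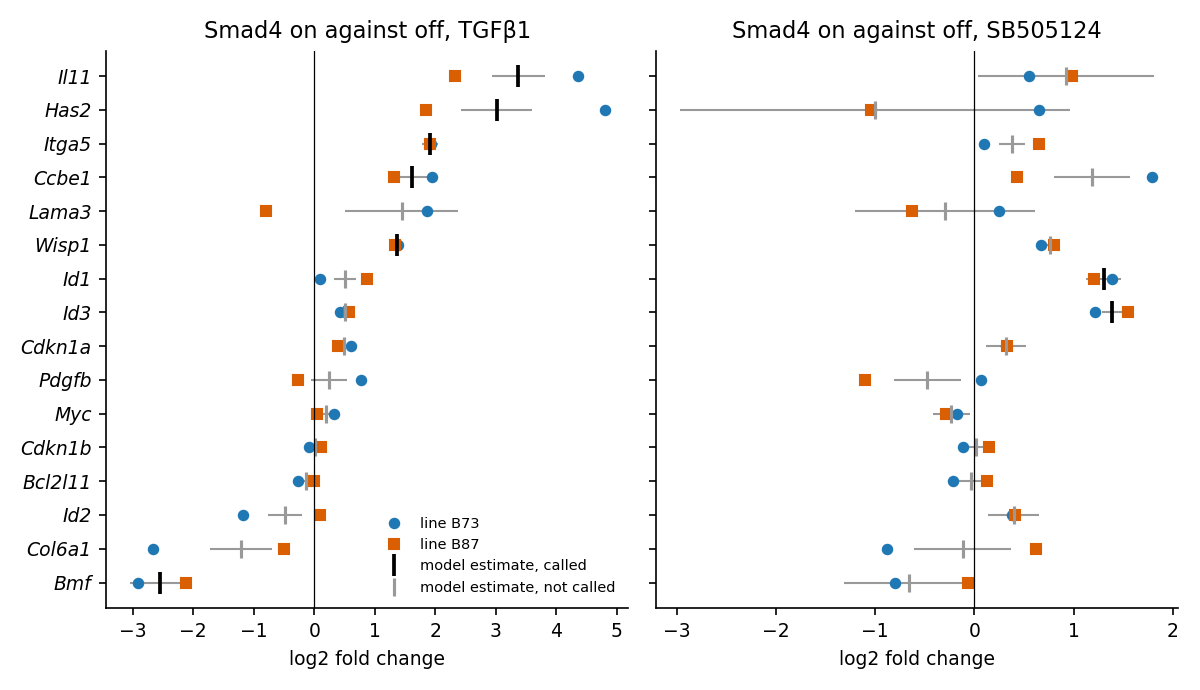
Log2 fold change of Smad4 on against Smad4 off for the tested panel genes reported here under TGFβ1 (left) and SB505124 (right), with circles for B73, squares for B87, ticks for the model estimate (black where called) and grey bars for its approximate SE. Under TGFβ1 the called genes shown run from *Bmf* at -2.55 to *Il11* at 3.37, and under SB505124 *Id3* and *Id1* are called at 1.39 and 1.30.

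KLF and RUNX transcription factors, which the study related to the site of metastasis, each changed less than 2-fold between Smad4-on and Smad4-off cells, within either treatment, by the model estimate. As a list they did not pass in camera with *Smad4* on under TGFβ1 (limma adjusted p 0.182; 0.161 with no replicate block) but did in fry (0.0324). For TGFβ1 against SB505124, fry gave adjusted p-values of 0.0015 in Smad4-on and 0.00372 in Smad4-off cells, and camera 0.282 and 0.25. Under TGFβ1, *Klf6* rose by 0.769 ± 0.095 on the log2 scale (edgeR adjusted p 0.00707) and *Runx1* by 0.543 ± 0.098 (adjusted p 0.0246), both in the same direction in both lines and less than 2-fold. Their adjusted p-values were 0.156 and 0.129 with no replicate block, at a median pairing correlation of 0.758. *Klf4* changed by 0.073 ± 0.434 under TGFβ1 and by 0.777 ± 0.433 under SB505124 (edgeR adjusted p 0.94 and 0.521). *Klf5*, *Runx2* and *Runx3* also had adjusted p-values above 0.05 in both treatments. The study based its relation of KLF4 and RUNX1 to metastatic site on chromatin, protein staining and knockdown. It found no significant difference in mRNA of *Klf4* and *Runx1* between liver and lung metastases. The mRNA levels in cultured cells given here do not test that relation.

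Gene lists were tested to compare programs between the treatments. Across 55 tests of 11 lists in 5 contrasts, 25 had an adjusted p under 0.05 in limma's camera test, 24 with no replicate block (median pairing correlation 0.758) and 18 with fry. With *Smad4* on under TGFβ1, 9 fibrogenic genes rose by a mean log2 fold change of 1.56 (camera adjusted p 7.78e-05; 0.000298 with no replicate block). Mesenchymal genes rose by 0.641 (camera adjusted p 0.00393; 0.0344 with no block), which did not pass in fry (0.072). TGFβ feedback genes rose by 0.434 (camera adjusted p 0.00312; 0.00241 with no block). The 54 G2/M genes decreased by 0.333 (camera adjusted p 2.46e-09; 3.08e-12 with no block) and the 43 S-phase genes decreased by 0.158 (0.0272; 0.00529). Neither cell-cycle list passed in fry, where the adjusted p-values were 0.175 and 0.692. Under SB505124, 7 BMP targets rose by 1.37 (camera adjusted p 5.07e-07; 7.84e-06 with no block). The 7 tested mitochondrially encoded mRNAs decreased by 0.318 (0.000818; 0.000398), which did not pass in fry (0.175). Fibrogenic genes rose by 0.374 (camera adjusted p 0.0272), which did not pass with no replicate block (0.107) or in fry (0.216). The tumor-suppressive list had camera adjusted p-values of 0.888 under TGFβ1 and 0.342 under SB505124. It pools cell-cycle inhibitors with *Id2*, *Id3* and *Myc*, whose changes can cancel, so this test does not show whether that program responded.

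**Figure D4:**
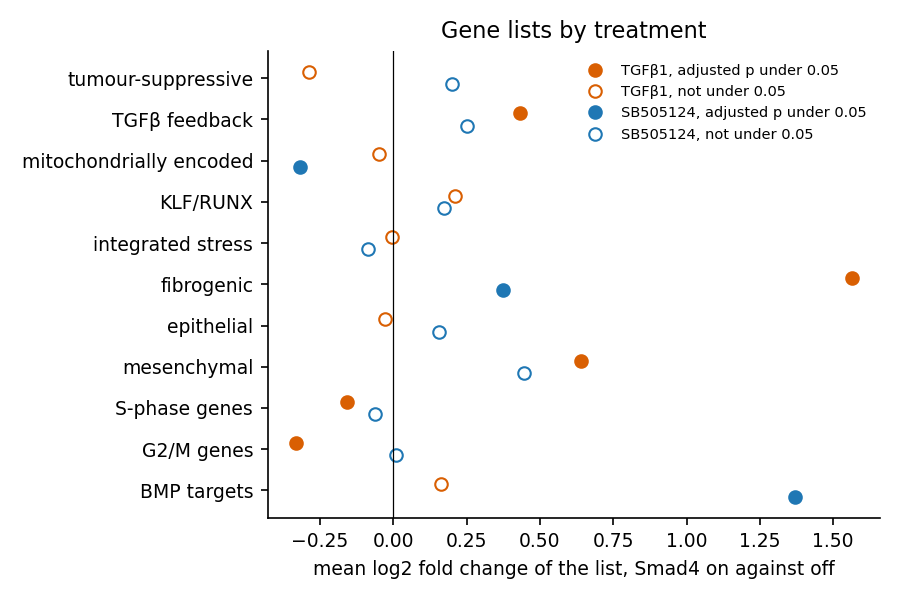
Mean log2 fold change, Smad4 on against Smad4 off, of each of 11 gene lists (y axis) under TGFβ1 (orange) and SB505124 (blue); filled points have an adjusted p under 0.05 in camera. Fibrogenic genes lie farthest right under TGFβ1 (1.56) and BMP targets farthest right under SB505124 (1.37), with G2/M genes at -0.333 under TGFβ1.

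Of 821 Reactome sets tested for the 147 SMAD4-dependent genes with an Entrez identifier, 1 had an adjusted p under 0.05 in a one-sided Fisher's exact test. Extracellular matrix organization held 11 of the genes among 162 tested members (odds ratio 6.52, Fisher's exact adjusted p 0.00268). The next sets by p were GPCR ligand binding, integrin cell surface interactions, cell junction organization and GPCR downstream signaling, each with an adjusted p of 0.108. The 15 SMAD4-dependent genes found with no replicate block gave 0 sets, with 18 at an unadjusted p under 0.05, at a median pairing correlation of 0.758. Over all genes called higher under TGFβ1, 12 sets passed.

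Finally, the lines were compared with each other. The effect of *Smad4*, averaged over treatments, differed between B73 and B87 for 56 called genes, 28 in each direction. Among panel genes *Has2* differed, with a log2 fold change under TGFβ1 of 4.804 in B73 and 1.855 in B87 (log2 difference of the lines -3.03 ± 0.263, edgeR adjusted p 0.0176). The *Smad4* effect on *Smad4* itself did not differ detectably (0.06 ± 0.134, edgeR adjusted p 0.936).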

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

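The tests of library size, of an exchanged library and of unequal *Smad4* silencing were chosen only after the results below were seen, and the test of epithelial and mesenchymal genes after the names of the called genes were seen.

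The response to *Smad4* differed between the lines. The difference was tested as a line-by-*Smad4* term, averaged over treatments, and edgeR called 56 genes, 28 in each direction. Each line gave 1 library per condition. A difference between 2 cultures of a line therefore cannot be told apart from a difference between the lines, and this was not tested.

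Several technical explanations were tested for these 56 genes. Mean total counts of the lines differed by a ratio of 1.05, but the line term absorbs such a difference, and the ratio of Smad4-on to Smad4-off totals was not compared between lines. The interaction did not follow GC content or transcript length (larger Spearman's rho 0.045). A library exchanged between the lines would give a negative pairing correlation, and the lowest was 0.642. There were 0 pseudogenes among the 56 genes and 524 among the 14301 tested (one-sided Fisher's exact p 1.0). Reads exchanged with pseudogenes would also change their parent genes, which was not tested, so this cause is not excluded. The *Smad4* effect on *Smad4* mRNA did not differ detectably between the lines (edgeR adjusted p 0.936). Contamination by other cells was not tested.

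A shift between epithelial and mesenchymal states that differs between the lines is a candidate explanation. With the called genes left out, 12 epithelial genes were lower in B87 relative to B73 with *Smad4* on (mean log2 difference -0.891) and 15 mesenchymal genes were higher (0.34). The larger of the adjusted p-values in limma's camera test was 0.0206. This remains a hypothesis, since it came from the same libraries.

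*Has2* was the panel gene with a called difference between the lines, with a log2 difference of -3.03 (SE 0.263, edgeR adjusted p 0.0176). It rose in both lines under TGFβ1. Under SB505124 its counts were too low to compare.

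The *Smad4* effect differed between treatments for 27 genes, by a test of the interaction itself. The interaction was not itself tested against GC content, transcript length or library size. Of the *Smad4* comparisons that form it, the groups under TGFβ1 had mean total counts within a ratio of 1.02. The larger Spearman's rho with GC content or transcript length was -0.043 under TGFβ1 and 0.161 under SB505124. The choice of model moved this count from 0 genes with no replicate block (640 at an unadjusted p under 0.05) to 136 with DESeq2 and the line. No explanation for the 27 genes as a whole was tested.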

How the results depend on the processing

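The bias-adjusted quasi-likelihood fit was the alternative chosen only after the results were seen. It gave 516 and 213 called genes for *Smad4* under TGFβ1 and SB505124, 2072 and 944 for TGFβ1 in Smad4-on and Smad4-off cells, 24 for the interaction, 192 SMAD4-dependent genes and 58 for the line-by-*Smad4* term, each within 1.5 times the reported count. DESeq2 size factors also kept all of these counts within 1.5 times.

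Leaving the line out (no replicate block) lowered the calls from 446 to 36 (*Smad4* under TGFβ1), 156 to 2 (*Smad4* under SB505124), 1993 to 1035 (TGFβ1 in Smad4-on cells), 848 to 168 (TGFβ1 in Smad4-off cells), 27 to 0 (interaction, 640 at an unadjusted p under 0.05), 152 to 15 (SMAD4-dependent genes), 7 to 0 (panel, 5 at an unadjusted p under 0.05) and 1 to 0 (Reactome sets, 18 at an unadjusted p under 0.05). The pairing correlation had a median of 0.758. With DESeq2 and no replicate block the counts outside 1.5 times were 261 and 97 for *Smad4* under TGFβ1 and SB505124, 479 for TGFβ1 in Smad4-off cells and 90 SMAD4-dependent genes. DESeq2 with the line gave 136 for the interaction and 105 for the line-by-*Smad4* term.

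No filter on low counts gave 783 and 403 for *Smad4* under TGFβ1 and SB505124, 284 for the interaction and 399 for the line-by-*Smad4* term. At least 10 counts in every library gave 297 and 77 for *Smad4*, 1293 and 519 for TGFβ1 in Smad4-on and Smad4-off cells, 94 SMAD4-dependent genes and 30 for the line-by-*Smad4* term. The test against the 2-fold threshold (glmTreat) gave 79, 37, 882, 204 and 3 in the order of the first 5 comparisons, and 30 SMAD4-dependent genes. Without the fold-change rule there were 973 genes for *Smad4* under TGFβ1, 4751 and 1888 for TGFβ1 in Smad4-on and Smad4-off cells, and 437 SMAD4-dependent genes. The 4 libraries under SB505124 alone gave 73 genes. Reactome tests of all genes higher under TGFβ1 gave 12 sets. The cause was not tested.

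Leaving out 1 line left no test, so the called genes that changed more than 2-fold in the remaining line were counted. These genes had been called with both lines, so the counts are no independent test. They were 385 to 417 and 141 to 148 for *Smad4* under TGFβ1 and SB505124, 1775 to 1808 and 743 to 789 for TGFβ1 in Smad4-on and Smad4-off cells, 23 to 27 for the interaction, 125 to 147 SMAD4-dependent genes and 7 in the panel both times. Gene lists, Reactome sets and the line-by-*Smad4* term had no value with a line left out. Genes with fewer than 10 counts in a library had none under that filter.

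Among the genes named, signs reversed for some that had not been called. The called genes named were mostly chosen for the same sign in both lines, and 441 of the 446 genes called under TGFβ1 and 155 of the 156 under SB505124 had the same sign in both. Over the lines, log2 fold changes under TGFβ1 ran from -0.092 to 0.104 (*Cdkn1b*), -1.185 to 0.096 (*Id2*), -0.267 to 0.781 (*Pdgfb*), -0.804 to 1.872 (*Lama3*), -0.252 to 0.278 (*Klf4*) and -0.596 to 0.4 (*Runx3*). Under SB505124 they ran from -0.117 to 0.145 (*Cdkn1b*), -0.218 to 0.128 (*Bcl2l11*), -1.042 to 0.648 (*Has2*), -1.107 to 0.069 (*Pdgfb*), -0.884 to 0.625 (*Col6a1*), -0.629 to 0.246 (*Lama3*), -0.017 to 1.307 (*Klf4*) and -0.265 to 0.344 (*Runx3*). The *Smad4* interaction ran from -0.004 to 0.223. *Cdkn1b* under TGFβ1 was -0.001 with no filter and -0.002 with at least 10 counts. *Col6a1* under SB505124 was 0.379 with no replicate block and 0.376 with DESeq2 and no block. Camera's direction changed with no replicate block for the epithelial (mean -0.029) and tumor-suppressive (mean -0.287) lists under TGFβ1. All 5 Reactome sets named had an odds ratio of 0 with no replicate block, where 15 SMAD4-dependent genes remained. The cause of the reversals was not tested.

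Among other values for single genes, 58 comparisons were weaker, 7 stronger and 24 moved, and 709 were unchanged. Unchanged meant the same direction and the same call or, with a line left out and no test, a value within 1 SD. With 2 lines, each value lies within 1 SD of their mean whatever their difference, so that rule hardly tests stability. *Has2* under TGFβ1 counted as unchanged at log2 fold changes of 4.804 (B73) and 1.855 (B87). Among gene lists 12 were weaker and 4 stronger, and 202 were kept. No replicate block accounted for 32 of the weaker comparisons, glmTreat for 16 and fry for 11. *Smad4* levels on raw totals moved by more than 1 SD in 2 groups of 4.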

Other observations

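The NRF2 gene list was chosen only after the interaction genes were seen, and left out the genes that prompted it; the library-size test was also chosen afterwards. Explanations below are hypotheses, tested on the libraries that prompted them.

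Most SMAD4-dependent genes were also higher with TGFβ1 than with SB505124 in Smad4-off cells, which is called a positive response below. Of those with a positive response in Smad4-on cells, 94.7% also had a positive response in Smad4-off cells, and 79 of the 152 were called higher there. Among all tested genes with a positive response in Smad4-on cells, however small, the share was 79.1%. Large responses keep their sign more often than small ones, so this share is weak evidence, and no set of genes with responses of like size was compared. Signaling through the remaining SMAD4 could explain this, as Smad4-off cells kept 30.2% of *Smad4* mRNA under TGFβ1. Signaling that does not need SMAD4 would give the same direction and was not separated from it. SMAD4 protein was not analysed here, and the share of mRNA left need not be the share of protein. The paper reports strong depletion of the protein in tumors on Dox, and shows a blot of the Dox response in its lines.

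Under SB505124, BMP targets rose with *Smad4* on (camera adjusted p 5.07e-07 in limma; 0.0302 with fry). BMP signaling uses SMAD4 and passes through receptors that SB505124 does not inhibit, so it may account for part of the SB505124 response. With *Smad4* on under TGFβ1 the list did not shift detectably (mean 0.164, camera adjusted p 0.667). Its interaction was -1.206 (camera adjusted p 1.67e-05; 0.0532 with fry). The rise was thus detected under SB505124 only, and why it was absent under TGFβ1 was not tested. The inhibitor's effect on BMP receptors was not measured.

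*Smad4* on differed from *Smad4* off in 3 things at once in all 8 libraries, namely Dox, the shRNA and *Smad4* itself, and cells with Dox and an unrelated shRNA were not analysed here. Dox acts on mitochondrial translation, and mitochondrially encoded mRNAs were lower without Dox under SB505124 (camera adjusted p 0.000818). A Dox effect may contribute, but it should appear under both treatments, and under TGFβ1 the list did not shift (mean -0.048, camera adjusted p 0.874). As a share of raw totals, however, mitochondrial counts were lower without Dox under TGFβ1 too (B73 1.61% to 1.32%, B87 1.63% to 1.54%). Under SB505124 the shares fell from 2.07% to 1.49% (B73) and from 1.9% to 1.64% (B87). The comparison of treatments therefore does not decide whether Dox contributed. The interaction of this list was 0.27 (camera adjusted p 0.0126; 0.322 with fry). Under SB505124, fry gave an adjusted p of 0.175 and the integrated stress list did not shift (camera adjusted p 0.439). Genes with a match in the 3' UTR to the seed of either shRNA, pooled, lay at percentile 60.7 of 1000 control pairs under SB505124 and at percentile 16 under TGFβ1. The shRNAs were not tested separately. Across genes, the SB505124 changes had a Spearman's rho of 0.161 with GC content and 0.01 with transcript length. No correction for GC content was run, so a part played by it is not excluded.

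*Gli2*, *Olfr65*, *Pde3a* and *Ikzf1* had at most 1 count in each Smad4-on library under TGFβ1, while *Smad4* mRNA differed by 3.31-fold. *Serpinb9g* fell as well, to 28 counts in B73 and 2 in B87. All 5 genes were also lower with *Smad4* on under SB505124 in both lines, where *Gli2* kept 88 counts in B87 and *Ikzf1* kept 54 in B73 and 10 in B87. Whether these genes follow *Smad4* or Dox cannot be told in this design. No explanation was tested for these genes alone.

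Slower proliferation of Smad4-on cells under TGFβ1 is a possible explanation for part of that response. Both cell-cycle lists were lower, with 0.0272 as the larger adjusted p in limma's camera test. Camera was run with a fixed correlation between genes of 0.01. By contrast, fry takes the correlation from the data and tests whether a list changes at all, not against other genes. It gave adjusted p-values of 0.175 (G2/M) and 0.692 (S phase). Cell numbers were not analysed here. The paper reports that TGFβ slowed the growth of its tumor-derived lines in culture in a way that depended on *Smad4*. Cells there were counted over several days, whereas these libraries were made after 24 h of treatment.

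Several detoxification genes had a lower *Smad4* effect under TGFβ1, among them *Gsta4*, *Gclc*, *Aldh3a1* and *Aldh1a1*, named after their values were seen. Lower NRF2 activity is a candidate explanation. A list of 18 other NRF2 targets fell in the interaction by a mean of -0.499 (camera adjusted p 0.00106 in limma). With *Smad4* on, however, the list did not shift detectably under TGFβ1 (mean -0.236, camera adjusted p 0.245) and rose under SB505124 (0.262, camera adjusted p 0.0117). The interaction thus came partly from a rise under the inhibitor. Against SB505124, TGFβ1 lowered the list in Smad4-on cells (-1.03, camera adjusted p 0.000523) and less in Smad4-off cells (-0.532, camera adjusted p 0.00197).

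Of the 13 mitochondrially encoded mRNAs, 6 had 0 counts in all 8 libraries. Reads that align to several genes are a possible source of this, since 5 of the 6 share 97.8% to 99.9% of their 75-base stretches with transcripts of other genes. The share was 0.0% for *mt-Atp8*. Only annotated transcripts were compared, whereas reads were aligned to the genome. Copies outside annotated transcripts would be missed, so this source is neither shown nor excluded for *mt-Atp8*. Among the 7 detected, *mt-Nd4* shares 61.5% and *mt-Co1* 39.8%.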
